A study of Gallus gallus with 8 samples.

How the data were processed

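Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in 8 chicken samples: primary fibroblasts, the HD3 erythroblast cell line, red blood cells of embryonic day 10 and red blood cells of adult hens aged 28 to 38 weeks, with 2 samples of each cell type. Per the labels' protocols, nuclei of 150000 cells were treated with Tn5 for 30 min and the libraries were amplified for 10 PCR cycles. Chicken red blood cells keep their nucleus, which allows the assay in mature cells.

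The values used were 4 peak lists, 1 for each cell type, in the narrowPeak layout. How the 2 samples of a cell type were combined into its list is not stated, and neither are the aligner, the read filters or the genome build. The names of the HD3 erythroblast peaks contain macs2 and 0.01, and the names in the other lists contain the word CLEANED and no tool. Whether adapter offsets of Tn5 were corrected before the calls is not stated. Each peak of the deposited lists has a fold enrichment at its summit, which in this layout is a ratio of the pileup to the caller's local background. The deposited −log10 p and −log10 q values are those of the same caller, and every −log10 q lay above 2. The deposited display score was in 100% of peaks the whole part of 10 times the −log10 q. These values are the authors', belong to single peaks, and were used only to describe, rank or filter peaks within a list. Read depth is unknown, since the lists hold no counts, and a deeper library gives more peaks. With 1 list per cell type there is no replicate error on any value, and intervals below cover counting error over peaks or regions only.

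Positions in the lists start at 0 and were written here from 1. No 2 peaks of a list had the same interval, so each was counted as 1 peak. Peaks of different lists were called shared where they overlapped by at least 1 bp. The Jaccard index is the number of bases in both lists divided by the number in either. It was compared with 1000 circular shifts of the second list by a random distance along each chromosome, with the last peak end in any list as the chromosome's length, in a one-sided permutation test with Benjamini-Hochberg adjustment over the 6 pairs of lists. The smallest p-value that 1000 shifts can give is 0.000999. This test asks whether a pair overlaps more than random placement does, and does not compare one pair with another. The 4 lists were also merged into union regions, each scored for the lists with a peak in it. Shares have 95% Wilson intervals, ratios of medians have 95% intervals from 1000 bootstrap draws of peaks, and ratios of peak densities have 95% intervals from the Poisson error of the counts. Peaks lie next to one another along the genome and are not independent, so these intervals are too narrow as statements on cell types. Chromosomes were grouped as 1 to 5, 6 to 10, 11 to 33, Z and W. No list had peaks on chromosome 29, the mitochondrial genome or unplaced sequence.

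Single peaks were named by a rule fixed before the data were examined: for each list the 3 peaks with the highest fold enrichment among those that overlap no other list, and the 3 regions of all 4 lists whose worst rank by fold enrichment over the 4 lists was best. Alternatives fixed before the data were examined were a −log10 q of at least 10, lists shortened to the 11395 strongest peaks by p-value, an overlap of at least 50% of the shorter peak, 200 bp around the summits in place of the intervals, the top 50% of the source list only, −log10 p in place of fold enrichment, and covered bases in place of peak numbers. Removal of 295 dense windows (100 kb windows with at least 10 peaks in any list) and shifts of only 20 to 100 kb were chosen after the data were examined.

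The gene table at hand was of the assembly GRCg7b, which differs from the build of the lists: peaks reached position 197608246 on chromosome 1, and of the adult red blood cell peaks 9.17% lay past the last gene of their chromosome. Of these peaks 9.54% lay within 1 kb of a gene end, against 7.76% to 8.70% after 4 shifts by 100 or 300 kb. Peaks were therefore not assigned to genes, and the planned shares of promoter peaks, motif shares at summits and lists of marker promoters are not reported here. Peak positions are those of the deposited lists in their unnamed build.

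The overlap code was tested on simulated lists of 10000 peaks: planted sharing of 40% and 10% came back as 40.4% and 10.1%, and with no planted sharing the permutation test gave p = 0.770. All 24 overlap counts of the real lists equalled those of bedtools 2.31.1. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.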

Results

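Accessible chromatin was mapped by ATAC-seq in 4 chicken cell types, with 2 samples each: primary fibroblasts, HD3 erythroblasts (a cell line of red blood cell precursors), embryonic day 10 red blood cells and adult hen red blood cells. The study's title places the assay in work on chromatin organization in erythrocytes, and the 4 cell types allow the erythroid lineage to be followed from a precursor line to mature cells with fibroblasts as the outgroup. The values are 1 list of accessible sites (peaks) per cell type. The fibroblast list held 17681 peaks, the HD3 erythroblast list 11763, the embryonic red blood cell list 12558 and the adult red blood cell list 11395. Read depth behind the lists is unknown and there is no replicate of any list, so differences in number between cell types could not be set against replicate error. With a −log10 q of at least 10 the fibroblast list fell to 5918 peaks and the HD3 erythroblast list to 6883. The embryonic list then held 9345 and the adult list 8019, so that the fibroblast list went from the longest to the shortest.

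The lists differed in peak width. Fibroblast peaks had a median width of 141 bp, HD3 erythroblast peaks 171 bp, adult red blood cell peaks 199 bp and embryonic red blood cell peaks 229 bp. The fibroblast list therefore covered 3058 kb in total, less than the 3310 kb of the shorter embryonic list. The adult list covered 2744 kb and the HD3 erythroblast list 2267 kb.

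How far the accessible sites of one cell type recur in another was measured first by the share of bases. The embryonic and adult red blood cell lists had the highest Jaccard index of the 6 pairs, 0.384, followed by HD3 erythroblasts and embryonic red blood cells with 0.311 and HD3 erythroblasts and adult red blood cells with 0.239. The fibroblast list had an index of 0.217 with adult red blood cells, 0.182 with HD3 erythroblasts and 0.180 with embryonic red blood cells. Random shifts gave mean indices of 0.00135 to 0.00191, and all 6 pairs exceeded all 1000 shifts (one-sided permutation test, adjusted p = 0.000999, the smallest these shifts can give). The higher index of fibroblasts with adult red blood cells than with HD3 erythroblasts was reversed when dense windows were left out, which gave 0.194 and 0.201.

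Counted by peaks, 58.5% of HD3 erythroblast peaks (95% Wilson interval 57.6% to 59.4%) were overlapped in embryonic red blood cells and 43.1% (42.2% to 44.0%) in adult red blood cells. In the reverse direction, 53.7% of embryonic and 43.5% of adult red blood cell peaks were overlapped in HD3 erythroblasts. Embryonic peaks were overlapped in the adult list in 57.1% (56.3% to 58.0%) and adult peaks in the embryonic list in 62.6% (61.7% to 63.5%). The share of embryonic peaks overlapped in the adult list rose to 79.1% when only the strongest 50% of embryonic peaks were counted. Of HD3 erythroblast, embryonic and adult red blood cell peaks, 42.2%, 40.8% and 46.7% in this order were overlapped in fibroblasts. Fibroblast peaks were overlapped in 28.0% by HD3 erythroblasts, 29.2% by embryonic and 30.7% by adult red blood cells. Adult peaks were thus overlapped more often in fibroblasts than in HD3 erythroblasts, and this order was reversed in lists of equal length, where the shares were 37.0% and 42.6%, and also with a −log10 q of at least 10 and without dense windows.

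**Figure D1:**
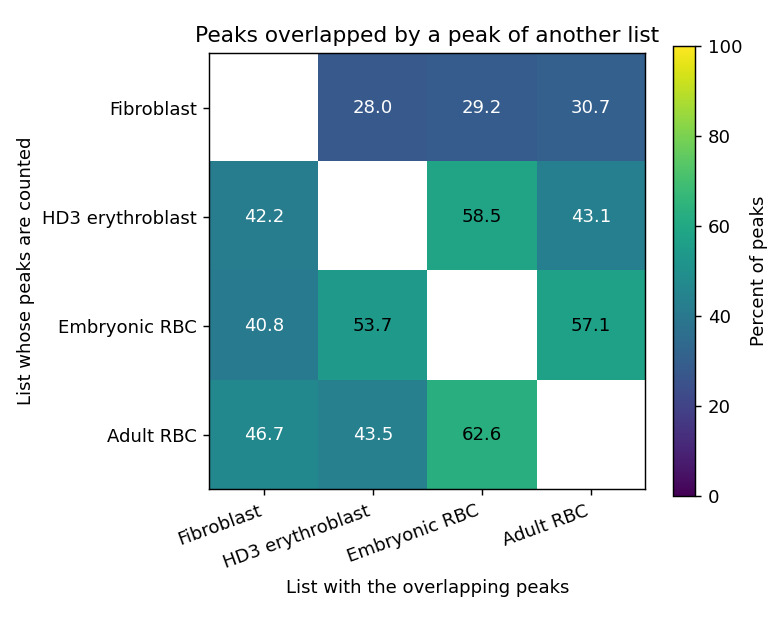
Percent of the peaks of each list (vertical axis) overlapped by at least 1 bp by a peak of another list (horizontal axis), with the percent printed in each cell. The highest value is the 62.6% of adult red blood cell (RBC) peaks overlapped in the embryonic list and the lowest the 28.0% of fibroblast peaks overlapped in HD3 erythroblasts.

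Merging the 4 lists gave 31360 union regions. Of these, 62.8% had a peak in 1 list, 17.0% in 2, 10.1% in 3 and 10.1% (3169 regions) in all 4. Lists of equal length gave 59.4% in 1 list, and a −log10 q of at least 10 gave 55.6%. Fibroblasts alone accounted for 10148 regions, HD3 erythroblasts for 3737, embryonic red blood cells for 3076 and adult red blood cells for 2746. The shared patterns were unequal in number. Among the 21212 regions with a peak in any of the 3 erythroid lists, 4740 (22.3%) had a peak in all 3, and 66.9% of those also had a fibroblast peak, a share that fell to 47.6% with a −log10 q of at least 10 and to 55.2% in lists of equal length. Another 2237 regions (10.5%) had a peak in embryonic and adult but not HD3 cells (17.8% with a −log10 q of at least 10), and 1927 (9.08%) in HD3 and embryonic but not adult cells. The combination of HD3 and adult cells without the embryonic list held 194 regions (0.915%, 95% Wilson interval 0.795% to 1.05%).

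**Figure D2:**
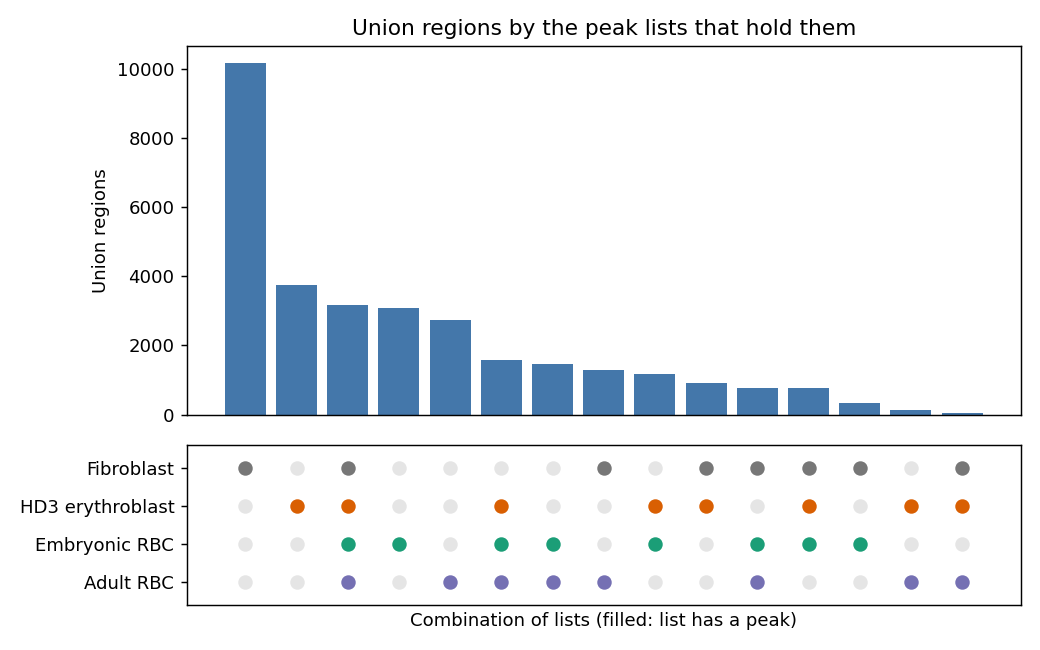
Number of union regions (vertical axis) for each of the 15 combinations of lists, with filled dots below each bar for the lists that have a peak in the region. The tallest bar is the 10148 regions of fibroblasts alone, and the bar of all 4 lists stands at 3169.

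Within each list, peaks shared by all 4 lists were compared with peaks of that list alone by the authors' fold enrichment. The median was 5.63 against 4.50 in fibroblasts, 10.2 against 7.92 in HD3 erythroblasts, 12.1 against 5.43 in embryonic and 12.4 against 4.73 in adult red blood cells. The ratio of these medians was 1.25 (95% bootstrap interval 1.23 to 1.27), 1.28 (1.24 to 1.31), 2.22 (2.17 to 2.27) and 2.63 (2.55 to 2.72) in the same order. With −log10 p in place of fold enrichment the ratio in adult red blood cells was 5.18. Fold enrichments depend on each library's depth and background and were not compared between lists.

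**Figure D3:**
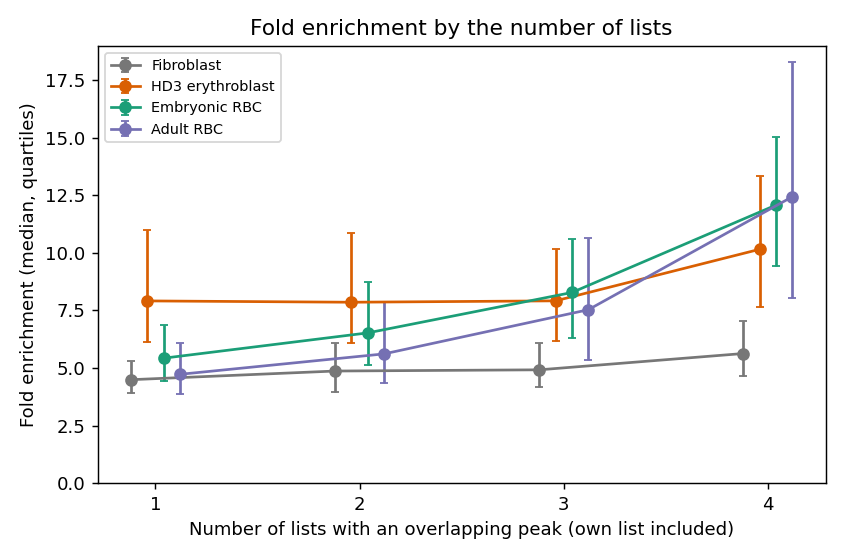
Authors' fold enrichment at the peak summit (vertical axis, points are medians and bars the quartiles) by the number of lists that have an overlapping peak, own list included (horizontal axis), for each of the 4 lists. Medians in embryonic and adult red blood cells (RBC) rise from 5.43 and 4.73 in 1 list to 12.1 and 12.4 in 4 lists, while those of HD3 erythroblasts stay near 7.9 up to 3 lists.

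The strongest region common to all 4 lists by the rule on ranks lay on chromosome 31, from position 3132671 to 3132957 in adult red blood cells, where its fold enrichment was 55.0. It had rank 1 in HD3 erythroblasts (53.2) and in embryonic red blood cells (54.7), rank 4 in fibroblasts and rank 6 in adult cells. The next lay at the last positions that any list reached on chromosome W, from 6812267 to 6812934 in adult cells with a fold enrichment of 42.02. The third lay on chromosome 2 from 86463194 to 86463340 in adult cells with a fold enrichment of 64.6.

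Peaks of 1 list alone reached high fold enrichment as well. In fibroblasts the strongest were on chromosome 27 from 274553 to 274673 with 27.8, on chromosome 2 from 49591576 to 49591758 with 24.5 and on chromosome 1 from 77115156 to 77115306 with 24.4. The HD3 erythroblast list had its strongest on chromosome 1 from 142908112 to 142908431 with 32.5, on chromosome 4 from 57877335 to 57877594 with 31.6 and on chromosome 3 from 102703458 to 102703704 with 30.0. Embryonic red blood cells had theirs on chromosome 3 from 96812775 to 96813150 with 21.2, on chromosome 1 from 72091142 to 72091474 with 19.3 and on chromosome 21 from 3326523 to 3326833 with 18.4. Those of adult red blood cells were on chromosome Z from 27126001 to 27126199 with 38.0, on chromosome W from 4737119 to 4737311 with 34.6 and on chromosome 4 from 237344 to 237487 with 31.8. The first fibroblast peak and the first adult peak lay in dense windows. Within their own lists, the strongest of these ranked 19 in fibroblasts, 12 in HD3 erythroblasts, 94 in embryonic and 17 in adult red blood cells.

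Peaks were denser on small than on large chromosomes in every list. The density on chromosomes 11 to 33 exceeded that on chromosomes 1 to 5 by a ratio of 1.79 (95% interval 1.73 to 1.85) in fibroblasts, 1.47 (1.41 to 1.53) in HD3 erythroblasts, 2.39 (2.30 to 2.49) in embryonic and 3.08 (2.95 to 3.21) in adult red blood cells. Leaving out dense windows lowered these to 1.18, 1.40, 2.19 and 2.31, which put fibroblasts below HD3 erythroblasts. These windows were picked for their many peaks, and 204 of them qualified in fibroblasts against 6 in HD3 erythroblasts. They took up 7.62% of chromosomes 11 to 33 and 0.768% of chromosomes 1 to 5. The fall is thus partly built into the choice of windows, and the reversal does not rank these lists. On chromosome Z the fibroblast list had 23.2 peaks per Mb, against 3.94 in HD3 erythroblasts, 8.72 in embryonic and 8.09 in adult red blood cells. Of the 1916 fibroblast peaks on this chromosome, 1046 lay beyond 73 Mb. Without dense windows the densities on chromosome Z were 11.5, 4.10, 8.03 and 5.41 peaks per Mb, and with a −log10 q of at least 10 they were 6.66, 1.96, 6.03 and 4.94. These densities are not scaled for the length of the lists. As a share of the list, chromosome Z held 10.8% of fibroblast and 5.73% of embryonic peaks, and 9.29% and 5.33% with a −log10 q of at least 10. Without dense windows these shares lay closer together, at 6.35% and 5.54%, which the choice of windows with many peaks partly builds in. Chromosome W held 27 fibroblast, 37 HD3 erythroblast, 23 embryonic and 59 adult peaks.

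**Figure D4:**
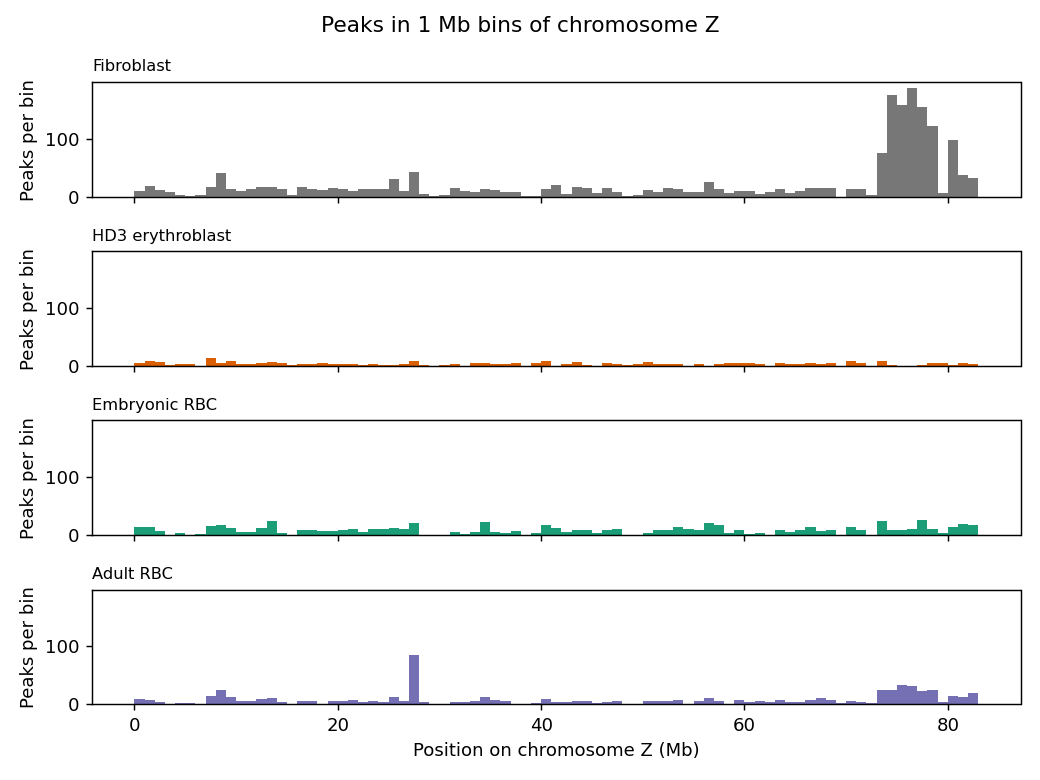
Number of peaks in bins of 1 Mb (vertical axis) along chromosome Z (horizontal axis, Mb) in each of the 4 lists. The fibroblast list rises to 187 peaks in the bin that starts at 76 Mb, and the adult red blood cell (RBC) list has 85 in the bin that starts at 27 Mb.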

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

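The tests in this part were chosen after the result was seen. The peak names of each list carry running numbers, a column that no comparison used, and these numbers have gaps. In the fibroblast list 1269 of 18950 numbers were missing, in HD3 erythroblasts 7948 of 19711, in embryonic red blood cells 2330 of 14888 and in adult red blood cells 4577 of 15972. The shares missing were 6.70%, 40.3%, 15.7% and 28.7%. In HD3 erythroblasts the kept peaks reached down to a −log10 q of 2.01. A later, stricter q-value cutoff is argued against there, if the 0.01 in the peak names is the q-value of the call. The names in the other lists give no such value, and their lowest −log10 q ran from 2.02 to 2.19. A cutoff near 0.01 after a looser call therefore stays open for them. Calls on sequences outside the listed chromosomes could account for few of the gaps, as at least 95.5% of the missing numbers in each list fell between kept peaks of 1 chromosome. Loss irrespective of position is argued against as well: in 4 of 4 lists the kept share differed between chromosomes by more than in random losses (permutation test with 1000 draws, adjusted p = 0.00133 for 3 lists and 0.0130 for embryonic red blood cells). In adult red blood cells it ran from 60.5% on chromosome 1 to 93.0% on chromosome 28. A filter that asks for a peak in both samples of a cell type, or one on repeats or blacklisted regions, stays open and was not tested. Where in the processing the numbers were lost is not known. No biological explanation was tested. Since the share lost differs between lists, the numbers and overlaps of peaks compare lists that went through unequal removal.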

How the results depend on the processing

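No paired analysis was possible because each cell type has 1 list without replicate numbers, and for the same reason no sample could be left out. All 6 pairs of lists exceeded random placement at the smallest p-value under every alternative run, but this test does not rank the pairs. The index of embryonic and adult red blood cells stayed the highest of the 6 in every alternative, with a lowest value of 0.311, and that of HD3 erythroblasts and embryonic red blood cells the next highest, with a lowest value of 0.265. The indices themselves have no interval. Over the alternatives that can change them they ran from 0.311 to 0.407 for embryonic and adult cells, 0.265 to 0.314 for HD3 erythroblasts and embryonic cells, 0.199 to 0.261 for HD3 erythroblasts and adult cells, and for fibroblasts from 0.164 to 0.218 with adult cells, 0.144 to 0.201 with HD3 erythroblasts and 0.143 to 0.182 with embryonic cells. Local shifts leave the index as it is and bear only on the random values. Of the other results, 107 of 171 alternative values moved by more than the interval of the result (for peak numbers, by more than 1.5 times). The causes were not tested, except where lists were shortened by construction.

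Under a −log10 q of at least 10, peak numbers were 5918 in fibroblasts, 6883 in HD3 erythroblasts, 9345 in embryonic and 8019 in adult red blood cells. Fibroblast peaks were overlapped in 33.3% by HD3 erythroblasts, 39.1% by embryonic and 42.7% by adult red blood cells. HD3 erythroblast peaks were overlapped in 28.9% by fibroblasts and 56.6% by embryonic cells, embryonic peaks in 25.04% by fibroblasts, 41.3% by HD3 erythroblasts and 59.2% by adult cells, and adult peaks in 31.3% by fibroblasts, 36.8% by HD3 erythroblasts and 68.4% by embryonic cells. Of union regions, 7.80% were in all 4 lists, 13.3% in 3, 23.3% in 2 and 55.6% in 1. Of erythroid regions, 19.3% were in all 3 erythroid lists (47.6% of these with a fibroblast peak), 17.8% in embryonic and adult cells, 6.92% in HD3 and embryonic cells and 0.787% in HD3 and adult cells. Chromosome Z had 6.66 peaks per Mb in fibroblasts, 1.96 in HD3 erythroblasts, 6.03 in embryonic and 4.94 in adult cells, and chromosome W 14 embryonic and 38 adult peaks. The density ratio of chromosomes 11 to 33 over 1 to 5 was 2.00 in fibroblasts and 1.33 in HD3 erythroblasts.

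In lists of equal length, fibroblast peaks were overlapped in 33.2% by HD3 erythroblasts, 33.7% by embryonic and 37.4% by adult cells. HD3 erythroblast peaks were overlapped in 33.5% by fibroblasts and 56.8% by embryonic cells, embryonic peaks in 33.7% by fibroblasts, 55.7% by HD3 erythroblasts and 61.0% by adult cells, and adult peaks in 37.0% by fibroblasts and 60.9% by embryonic cells. Of union regions, 9.77% were in all 4 lists, 12.1% in 3, 18.7% in 2 and 59.4% in 1. Of erythroid regions, 8.24% were in HD3 and embryonic and 1.09% in HD3 and adult cells, and 55.2% of those in all 3 erythroid lists had a fibroblast peak. Chromosome Z had 14.0 peaks per Mb in fibroblasts and 7.83 in embryonic cells.

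With an overlap of at least 50% of the shorter peak, fibroblast peaks were overlapped in 26.8% by HD3 erythroblasts and 28.5% by embryonic cells, and HD3 erythroblast and embryonic peaks in 40.4% and 39.9% by fibroblasts. Of union regions 63.7% were in 1 list and 16.5% in 2. With 200 bp around the summits, fibroblast peaks were overlapped in 27.8% by embryonic and 29.1% by adult cells, HD3 erythroblast peaks in 56.4% by embryonic and 41.3% by adult cells, embryonic peaks in 39.0% by fibroblasts, 52.8% by HD3 erythroblasts and 54.6% by adult cells, and adult peaks in 45.0% by fibroblasts, 42.5% by HD3 erythroblasts and 60.1% by embryonic cells. Of union regions 9.45% were in all 4 lists and 17.5% in 2, and of erythroid regions 21.2% were in all 3 erythroid lists and 1.19% in HD3 and adult cells.

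Counting only the strongest 50% of the source list raised all 6 shares among the erythroid lists: HD3 erythroblast peaks to 62.4% in embryonic and 48.3% in adult cells, embryonic peaks to 74.9% in HD3 erythroblasts and 79.1% in adult cells, and adult peaks to 64.1% in HD3 erythroblasts and 81.6% in embryonic cells. With −log10 p in place of fold enrichment the ratio of medians was 1.43 in fibroblasts, 1.49 in HD3 erythroblasts, 4.09 in embryonic and 5.18 in adult cells, so all 4 stayed above 1. With covered bases in place of peak numbers the density ratio was 1.86 in fibroblasts, 2.18 in embryonic and 2.87 in adult cells.

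Without dense windows, an alternative chosen after the data were examined, fibroblast peaks were overlapped in 33.3% by HD3 erythroblasts, 32.1% by embryonic and 28.1% by adult cells, which reversed their order. HD3 erythroblast peaks were overlapped in 57.3% by embryonic and 41.3% by adult cells, embryonic peaks in 39.4% by fibroblasts, 56.2% by HD3 erythroblasts and 55.8% by adult cells, and adult peaks in 44.1% by fibroblasts, 52.1% by HD3 erythroblasts and 71.7% by embryonic cells. Of union regions 11.1% were in all 4 lists, 10.4% in 3 and 15.6% in 2. Of erythroid regions 24.1% were in all 3 erythroid lists, 9.67% in embryonic and adult and 10.4% in HD3 and embryonic cells. Chromosome Z had 11.5 peaks per Mb in fibroblasts, 8.03 in embryonic and 5.41 in adult cells. The ratio of medians in fibroblasts was 1.21. The density ratio was 1.18 in fibroblasts, 1.40 in HD3 erythroblasts, 2.19 in embryonic and 2.31 in adult cells, a fall partly built into the choice of windows with many peaks.

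Restriction to assembled chromosomes and counting every summit changed no value, because all peaks lay on such chromosomes and each interval had 1 summit. Alternatives on promoter shares, motifs and marker promoters and the separate treatment of promoter peaks had been intended and were not run, since no annotation or sequence of the lists' build was used here. Both the unknown depth and the removal of numbered peaks bear on the peak numbers, and no test ranks them. The highest number was 19711 in HD3 erythroblasts and 18950 in fibroblasts, the reverse of the order of the list lengths.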

Other observations

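All tests in this part were chosen after the patterns were seen, and so were the limits that decided them. Peaks crowded into 295 windows of 100 kb, which made up 2.79% of the chromosomes' length. They held 22.2% of fibroblast peaks and 24.8% of adult red blood cell peaks, but 12.1% of embryonic and 6.06% of HD3 erythroblast peaks. Of the windows, 204 were dense in fibroblasts, 131 in adult cells, 67 in embryonic cells and 6 in HD3 erythroblasts. Shares in windows picked from these same lists therefore favour the lists that supplied most windows. Chromosome Z had 64 of the windows, chromosome 33 had 39 and chromosome 27 had 22. Calls near the threshold do not account for the gap between fibroblasts and HD3 erythroblasts: at a −log10 q of at least 10, with windows picked again by the same rule, 88 windows held 15.2% of fibroblast and 3.18% of HD3 erythroblast peaks, next to 13.2% of adult and 5.33% of embryonic peaks. Neither does the length of the list, since in lists of equal length 212 windows picked again held 19.4% of fibroblast and 4.85% of HD3 erythroblast peaks. The shares in windows dense in the list itself were then 16.0% and 0.448%. Whether the unequal removal of numbered peaks adds to the gap was not tested. Few windows had evenly spaced summits by the test used, which covered distances of 1 to 10 kb. Of 408 windows tested in single lists, 1 (0.245%) passed after adjustment (permutation test by random displacement of summits) and 5 had an unadjusted p under 0.05. By that unadjusted limit 70.0% of 100 planted arrays were found (period 2500 bp, displaced by up to 60 bp). The planted arrays had this period only and no other peaks among them, and the share found after adjustment was not computed. Clean arrays of that period in most windows are thus argued against. Arrays mixed with other peaks or of other periods may be missed, so the count does not show that arrays are rare. The number of draws was raised from 1000 to 20000 for windows with a low p-value after a first scan, because 1000 draws could not have passed the adjustment over 408 tests. Repeats without one spacing or with units longer than 10 kb, extra copies in the donors' genomes and open chromatin in blocks stay open.

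The fibroblast peaks on chromosome Z beyond 73 Mb were crowded in this way. Of these 1046 peaks 82.8% were in no other list, against 32.4% of the 210 adult peaks there. With so few adult peaks to overlap them, a high share for fibroblasts is partly built in. Their median fold enrichment was 3.28, against 4.74 in the whole fibroblast list, so weak calls may contribute. Leaving out all dense windows lowered the Jaccard index of the fibroblast and adult lists to 0.194, under the 0.201 of fibroblasts and HD3 erythroblasts, so the windows are a candidate source of the higher overlap of fibroblasts with adult cells. The pattern may reflect repeats that map alike in both lists or chromatin open in both cell types, and no test here separates these.

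The run of adjacent dense windows on chromosome Z with the most adult red blood cell peaks, from 27.1 to 27.4 Mb, held 74 of them, against 28 in fibroblasts, 7 in embryonic red blood cells and 3 in HD3 erythroblasts. Among all 74, 12 pairs of summits lay about 2750 bp apart, more than in any of 1000 random displacements (permutation test of this region, p = 0.000999, the smallest 1000 draws can give), and within the scan of all dense windows 1 window inside the block passed (adjusted p = 0.0204, at the smallest p-value 20000 draws can give). In stretches chosen by eye, with peaks of fold enrichment above 5, 13 peaks from 27142631 to 27176290 had a median spacing of 2781 bp, and 12 peaks from 27238062 to 27268896 one of 2785 bp. The spacing near 2750 bp did not hold over the whole run: 38 peaks from 27325417 to 27397005, counted without that limit, had a median spacing of 1773 bp, with quartiles of 502 and 2221 bp. In the last 100 kb window of the run, 8 pairs of summits lay about 6600 bp apart, against a mean of 4.28 in random displacements. Its adjusted p in the scan was 0.0884 (permutation test), the same as in the first window of the run, where the distance was 2750 bp. Copies of a repeat in the assembly alone should give peaks in every list, yet 16.2% of the 74 peaks were in another list, against 75.9% of all adult peaks. This does not decide the point, since the run was chosen for its many adult peaks. A filter on repeats that acted unequally on the lists also stays open. Weak calls were weighed by the fixed windows of the run, grouped by the distance that the scan found in each and not by strength. In the 2 windows with the distance of 2750 bp they are argued against, since the median fold enrichment of all 30 peaks there was 11.9, above the 5.20 to 9.25 that random sets of adult peaks gave (95% of 10000 sets). In the other window, with 44 peaks, weak calls may contribute: the median of 5.14 lay below the 5.40 to 8.69 of random sets, although the median −log10 q of 13.9 lay within their 12.1 to 30.2. The sex of the donors may be behind it: the adult cells came from hens, and the adult list also had the most peaks on chromosome W, 59. The sex of the other samples was not used here, so sex, age and cell type cannot be told apart.

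Regions shared by HD3 erythroblasts and adult red blood cells nearly always had an embryonic peak as well: the embryonic list missed 194 of 4934, or 3.93% (95% Wilson interval 3.42% to 4.51%), the lowest of the 12 ways to ask which of the shared regions of 2 lists a further list misses. A more sensitive embryonic list may contribute and cannot be told apart from a relation between the cell types. For it speaks that the embryonic list missed fewer than the other list asked in every pair: 20.1% against 34.4% for adult cells among regions of fibroblasts and HD3 erythroblasts, and 25.5% against 38.9% for HD3 erythroblasts among regions of fibroblasts and adult cells. Its length alone is not enough, since in lists of equal length it missed 4.59%. Regions open in every cell type do not account for it alone, since among regions without a fibroblast peak it missed 7.91%. That embryonic red blood cells lie between the precursor line and adult cells in accessible sites is a further hypothesis, and depth and library batch were not tested.

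Among the strongest 10% of peaks by p-value, 0.876% in embryonic and 2.72% in adult red blood cells were in no other list, against 22.7% in HD3 erythroblasts and 19.7% in fibroblasts. The presence of a close relative among the lists is argued against as the whole cause in both red blood cell lists. With the fibroblast list as the only one compared, 13.7% of these peaks in embryonic (95% Wilson interval 11.9% to 15.7%) and 12.99% in adult cells (11.2% to 15.1%) had no peak there, against 31.6% (29.04% to 34.3%) in HD3 erythroblasts. Fibroblast peaks lacked one in 30.1% when set against the adult list alone, 46.5% against the embryonic and 51.5% against the HD3 erythroblast list, but these lists are shorter. Leaving out the adult list raised the share in no other list from 0.876% to 2.79% in embryonic cells and from 19.7% to 41.8% in fibroblasts. Leaving out the embryonic list raised it from 2.72% to 5.79% in adult cells and from 22.7% to 27.7% in HD3 erythroblasts. The shares of the red blood cell lists thus stayed the lowest. Removal of any list can only raise a share, so these values do not separate the part of a close relative. One hypothesis is that mature red blood cells may keep their strongest signal at sites open in other cell types.

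The 20 strongest of the peaks shared by all 4 lists were narrower than the next 180 in 3 lists. Their median width was 210 bp in fibroblasts, 219 bp in HD3 erythroblasts and 202 bp in embryonic red blood cells, against 318, 296 and 373 bp for the next 180. They were not narrow in general: the median of all such shared peaks was 199, 228 and 345 bp in these lists and 288 bp in adult cells, so that the 20 were clearly below it in the embryonic list alone. Were stronger signal always to widen peaks, the opposite would be seen; the width was lower in 3 of 4 lists (two-sided permutation test, adjusted p = 0.00556, 0.00617 and 4e-05), and in adult red blood cells the 300 bp against 334 bp gave an adjusted p of 0.160. Against the next 30 regions the adult widths were 300 and 306 bp. Collapsed repeats or sequence missing from the assembly remain possible sources and were not tested.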
